A study of Mus musculus with 6 samples. Its data were reported in "Skeletal site-specific variations in myeloid cells: insights from single-cell RNA sequencing of the mandible and femur" (2025).

How the data were processed

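Single-cell RNA sequencing had been performed on CD11b+ bone marrow cells from 3 femur and 3 mandible samples. Libraries were made with 10x Genomics 3' chemistry, in which a read near the polyadenylated end of a transcript is assigned to a cell by its barcode and to a molecule by its unique molecular identifier (UMI). The matrices deposited by the authors hold raw counts, as whole UMIs per gene and barcode, made with CellRanger on the mouse build mm10, without pooling of replicates. The study's methods and the matrix header name different CellRanger versions, and the values do not show which is right. The study does not state whether counting used the strand.

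The metadata table deposited by the authors gives the counts of UMIs per kept cell, the mitochondrial share in percent of the cell's UMIs, and other values such as the number of genes, the cluster number at resolution 0.1, phase calls and reference cell type labels. The authors kept cells with 600 to 6000 genes and a mitochondrial share up to 20 percent, normalised each sample with SCTransform, integrated the 6 captures, and clustered the integrated values. The per-barcode sums of the matrices matched the UMIs of the metadata for 99.7% or more of the kept cells of each sample after genes seen in fewer than 3 barcodes of a sample were left out. The deposited marker table gives log2 fold changes and an adjusted p-value for each cluster against all other cells, from a Wilcoxon test over cells that the authors ran on the pooled samples, and it does not compare the sites. Integration by the authors shaped the clusters and so decides which cells are compared, while the counts used here were not changed by it.

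Raw UMI counts of the 69776 kept cells were summed per sample and cluster, and also over all cells of a sample. Each cluster had at least 10 cells in each sample, with the fewest in cluster 8, where femur replicate 3 had 11. The 6 sums of a cluster were compared with the edgeR quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with TMM factors, the default filter on low counts, no covariate and a false discovery rate of 0.05. Log2 fold changes are mandible over femur, with SE from the fitted model. Values in CPM are UMIs per 1000000 UMIs of the summed counts. Cells are not independent replicates, so the sample was the unit of every test. Sex was no covariate, and the fits without femur replicate 1 compare male samples alone.

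Shares of cells per cluster were compared with 2-sided exact permutation tests over all 20 assignments of the 6 samples, and adjusted by Benjamini-Hochberg over 9 clusters. The smallest p this design allows is 0.10. Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 90 pairs. The 10 sets were written by hand: mitochondrially encoded genes, nuclear oxidative phosphorylation, ribosomal proteins, proteasome, immediate early, heat shock, interferon response, inflammatory cytokines and NF-kB targets, S phase and G2M phase. Of the 40 genes of the interferon response set, 38 were in the files, and all genes of the other sets were. Each test used only the genes of a set past the filter on low counts in that cluster, down to 4 in cluster 8. Hallmark and KEGG sets, which the study used, were not available. The study picked some genes of the immediate early and inflammatory sets from these same samples. The effect of site in cluster 5 against cluster 0 was tested with limma on the per-sample difference in log2 CPM.

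Shares of cells with a UMI were computed per sample and cluster, as counted and after each cell was thinned at random to 1000 UMIs, with cells below that depth left out. Where a count was 0, the largest share it allows was computed from 3 counts. Such limits cover counting error only, and in droplets they limit cells with a UMI, not cells that express the gene. Total UMIs per sample ranged from 82962160 to 244946998, which sets the counting error of summed counts far below the spread between samples for the abundant genes.

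The genes named in the text were set by a rule. They are the 17 genes that the study names for a cluster, the genes with an edgeR false discovery rate under 0.05, no overlap between sites and a mean of at least 10 CPM (the 3 largest rises and falls in cluster 5 and over all cells, and the largest rise and fall in each other cluster, without Xist, Tsix and Y-linked genes), sex check genes, Itgam, Csf1r and Tnfrsf11a, every gene of hand-written marker lists for ameloblasts, odontoblasts and bone or stromal cells, the leading genes of the deposited marker table, and the largest differences of the interaction test. Groups, the tests of the comparisons, the naming rule and all alternatives but the one on doublets were fixed before the data were examined. Several tests of explanations, and the splits fitted by DESeq2 and without the filter, were chosen afterwards. Gene positions are 1-based on mm10 (GENCODE vM21), where 99.6% of 32285 gene identifiers matched.

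Alternatives were the size factors of the relative log expression method, DESeq2 1.42.0, no filter on low counts, a block on the replicate number, a block on the library number in the 4 male libraries that share one, mitochondrially encoded genes left out, another prior count of 0.5, no TMM factors, an estimated correlation, fry, edgeR on cell counts for the shares, a denominator without clusters 6 and 8, at least 2 UMIs for Amelx, and each sample left out in turn. A Wilcoxon test over cells with an expression limit of 10 percent of cells and a log2 difference of 0.25 was run with scipy 1.17.1 to show what counting cells as replicates gives. Its Benjamini-Hochberg threshold was 0.05, and its values were scaled to 10000 UMIs per cell and not by SCTransform. Adjustment was over the genes past both limits alone, so where nearly all of these pass the count follows the limits. Doublets were scored with scrublet in scanpy 1.11.5, whose automatic threshold found nearly none in 5 of the 6 samples. The cells with the highest scores were therefore left out, at 0.8 percent per 1000 barcodes, which removed 8149 cells or 11.7%, a choice made after seeing the data. This rule grows with the number of barcodes, so it fell unevenly on the sites. It removed 10.1%, 9.63% and 18.6% of femur replicates 1 to 3 and 7.14%, 7.30% and 6.54% of mandible replicates 1 to 3. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used elsewhere.

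The fits were tested on simulated data with 200 changed genes, with no change, and with a raised set. The main comparison is unpaired. The sums were also fitted for every split of the 6 samples into 3 and 3, which makes 10 splits. The library numbers form only 2 pairs, which leaves 1 residual degree of freedom in a blocked fit. No pair of samples was a copy of another, judged by their gene profiles and shared barcodes. Nothing was left out of the 6 samples.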

Results

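The data were single-cell RNA sequencing profiles of CD11b+ bone marrow cells from 2-month-old C57BL/6 mice, with 3 femur and 3 mandible samples. CD11b is the surface integrin encoded by Itgam, and it is carried by neutrophils, monocytes and macrophages. The labels describe marrow flushed from the femurs and tibiae for the femur group, and from mandibles whose molars had been extracted, with the tooth sockets also flushed, for the mandible group. The study's methods speak of femurs alone for the femur group, and which holds is not known. The femur group had 1 female and 2 male samples and the mandible group had 3 male samples, so the fits without femur replicate 1 compare males alone. Xist, the transcript of the inactive X chromosome, measured 222 UMIs per 1000000 UMIs of the sample (CPM) in femur replicate 1 and at most 0.0363 CPM in any other sample. The labels do not state how many mice went into a sample. Libraries also carried a number in their name, and the number 6 was shared by femur replicate 2 and mandible replicate 1, and the number 7 by femur replicate 3 and mandible replicate 2. The labels do not say what this number marks.

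The authors kept 69776 of 74091 barcodes, which removed 5.82% of the barcodes. Femur replicate 1 lost 18.5% of its barcodes, and the other samples lost between 1.88% and 5.14%. The kept cells held 113237418, 107868718 and 244946998 UMIs in femur replicates 1 to 3 and 88256880, 87021936 and 82962160 UMIs in mandible replicates 1 to 3. The median depth per cell lay between 6924 UMIs in femur replicate 2 and 9158 UMIs in femur replicate 1. Over all cells the mean was 10380 UMIs and 2311 genes per cell, with medians of 7901 UMIs and 2013 genes. A difference between the sites could be seen only where it exceeded the spread between 3 samples, since cells of a sample are not independent replicates.

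The authors' metadata placed the cells in 9 clusters, numbered 0 to 8. By the deposited marker table, which ranks genes of each cluster against all other cells, cluster 0 was led by Ltf, Ngp and Camp and cluster 4 by Hist1h2ap, Elane and Fcnb. Clusters 1, 2 and 3 were led by Il1b, Il1r2 and Csf3r, by Cstdc4, Stfa2l1 and Retnlg, and by Retnlg, Mmp8 and Mmp9. Cluster 5 was led by Cd74, Crip1 and Apoe, cluster 6 by Ebf1, Igkc and Bach2, cluster 7 by mt-Cytb, mt-Nd1 and mt-Atp6, and cluster 8 by Hbb-bs, Hba-a1 and Hba-a2. The deposited reference labels called 50.8% of cluster 5 monocytes and 34.4% neutrophils, 85.0% of cluster 6 B cells and 13.7% neutrophils, 96.0% of cluster 7 neutrophils, and 87.6% of cluster 8 neutrophils, although haemoglobin genes led its markers. Cluster 7 had a median mitochondrial share of 6.78% of UMIs, and the other clusters had between 0.245% and 2.56%. Itgam UMIs were present in 81.3% ± 9.22 (SD, n = 3) of femur-derived and 82.6% ± 3.76 (SD, n = 3) of mandibular-derived cells of cluster 5. In the B cells of cluster 6 the share was 33.0% ± 11.1 in the femur and 21.3% ± 5.82 in the mandible. All samples had been selected for CD11b, so this share is not a background level. The median depth was 10084 UMIs in cluster 5 and 4284 UMIs in cluster 6.

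Whether the sites differ in their mix of cells was addressed by the share of each sample's cells in each cluster, compared with 2-sided exact permutation tests. The smallest p that 3 against 3 samples can give is 0.10. Cluster 3 held 10.5% ± 0.404 (SD, n = 3) of femur-derived cells and 13.1% ± 0.647 (SD, n = 3) of mandibular-derived cells. It was the only cluster whose samples did not overlap between the sites (exact p 0.10, adjusted p 0.36 over 9 clusters, higher in 3 of 3 mandible samples). Cluster 1 held 25.0% ± 3.43 of femur-derived cells and 18.1% ± 4.04 of mandibular-derived cells, and cluster 5 held 9.66% ± 3.05 and 13.7% ± 2.24 (SD, n = 3 per site, exact p 0.20 for each). Cluster 6 held 0.668% ± 0.603 and 3.00% ± 1.69 (SD, n = 3 per site, exact p 0.20). Differences in clusters 0, 2, 4, 7 and 8 were at most 0.593 percentage points in size, and in clusters 0, 2, 4 and 8 they were smaller than the SD of both sites. Within the libraries that shared number 6, the mandible minus femur difference was 3.30 percentage points in cluster 3 and -1.23 in cluster 5. Within those that shared number 7 it was 2.56 in cluster 3 and 8.50 in cluster 5, so the higher mandible share of cluster 5 was absent from 1 of the 2 pairs. The same held for cluster 6, with -0.198 and 4.24. Cluster 1 was lower in the mandible in both pairs, with -5.61 and -10.5. Cluster 0 changed direction between the pairs, with 7.43 and -3.11. The largest move under an alternative was in the share of cells, cluster 0, where the difference went from -0.593 to -4.30 percentage points without femur replicate 2.

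**Figure D1:**
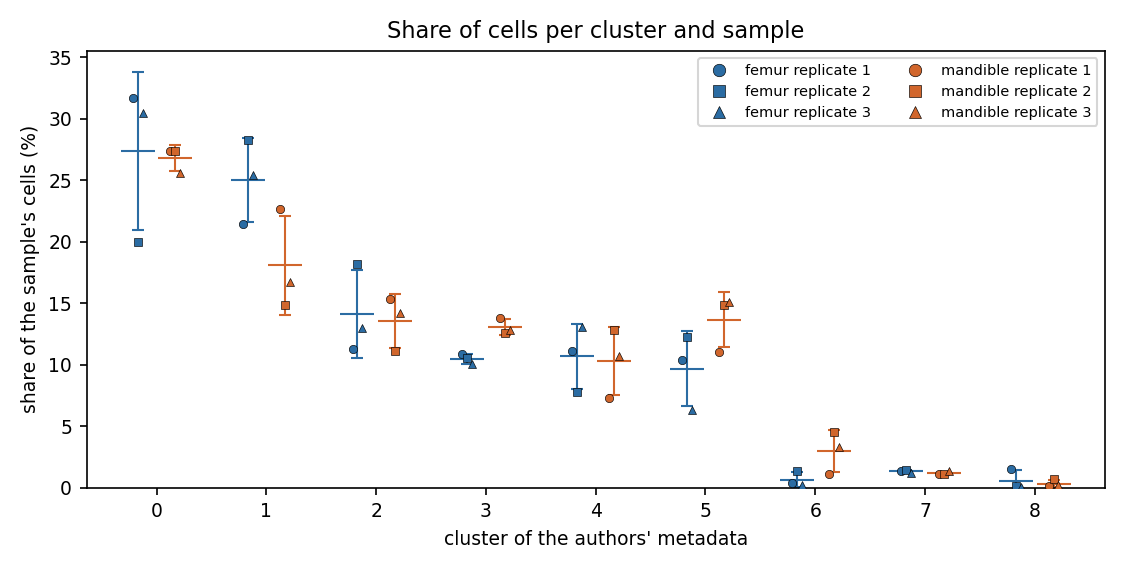
Share of each sample's cells (percent, y axis) in the 9 clusters of the authors' metadata (x axis), with a point per sample, horizontal marks for the mean of 3 samples and bars for the SD. The femur and mandible samples overlap in every cluster other than cluster 3, where the means are 10.5% and 13.1%.

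The comparison of expression between the sites inside each cluster used UMI counts summed per sample and the edgeR quasi-likelihood test, so that the sample was the replicate. At a false discovery rate of 0.05, 2, 9, 4, 1, 3, 0, 0, 5 and 0 genes passed in clusters 0 to 8, from 12285, 10687, 9618, 9270, 12265, 13765, 8161, 5939 and 2543 genes tested. Of these 24 calls, 20 were higher and 4 were lower in mandibular-derived cells, and this balance depended on the fit. Genes of the lists for tooth and bone cells made up 14 of the 20 higher calls, and of the 10 other calls 6 were higher and 4 were lower. For the 3 clusters with 0 genes, an unadjusted p under 0.05 was reached by 979 genes in cluster 5, 330 in cluster 6 and 28 in cluster 8. DESeq2 on the same counts gave 70, 0 and 2 genes there. A Wilcoxon test over single cells gave 187, 362 and 2418, from 191, 482 and 3018 genes past its limits on expression and difference. Over all cells of a sample, edgeR passed 0 of 16381 genes, with 1535 at an unadjusted p under 0.05, and DESeq2 passed 239. Summed over the clusters, the count depended most on how the library number was treated. In the 4 male libraries that share a number, a fit with the library number as a block passed 4563 genes, with 2600 higher and 1963 lower in the mandible. In clusters 4, 5, 7 and 8 and over all cells DESeq2 or edgeR without the filter gave more genes than this block. That fit left out femur replicate 1 and mandible replicate 3, and its residual degrees of freedom were 1 per gene. DESeq2 over all 6 samples passed 784, with 367 higher and 417 lower in the mandible, and edgeR without the filter on low counts passed 1907, with 804 higher and 1103 lower. Without femur replicate 1, 2 or 3 edgeR passed 19, 6 and 7 genes summed over the clusters, and without mandible replicate 1, 2 or 3 it passed 127, 23 and 8. Over all cells it passed 37 without mandible replicate 1, 2 without mandible replicate 3 and 1 without femur replicate 2. In counts simulated with 200 genes changed 2-fold or 4-fold, the edgeR test recovered between 54.0% and 80.0% of the changed genes in clusters 0 to 7, 3.50% in cluster 8 and 55.5% over all cells. Of those changed 2-fold it recovered between 30.0% and 67.0% in clusters 0 to 7.

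A share of 11.1%, 21.8%, 14.9%, 7.71%, 16%, 11.6%, 9.24%, 10.7% and 4.60% of the tested genes in clusters 0 to 8 had femur and mandible samples that did not overlap, against 10% by chance. Over all cells the share was 10.1%. In a principal component analysis of counts summed over all cells, the first component held 52.2% of the variance and separated mandible replicates 2 and 3 from the other 4 samples. Mandible replicate 1 lay beside femur replicate 2, with which it shares library number 6. Genes deviated from their site mean in the same direction in libraries with the same number, with correlations across genes between 0.377 and 0.648 in clusters 0 to 3. In clusters 5, 6 and 7 they lay between 0.138 and 0.436. They were 0.081 and 0.362 in cluster 4, and in cluster 8 they were negative, at -0.633 and -0.166. Genes are not independent replicates, so no p is given.

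**Figure D2:**
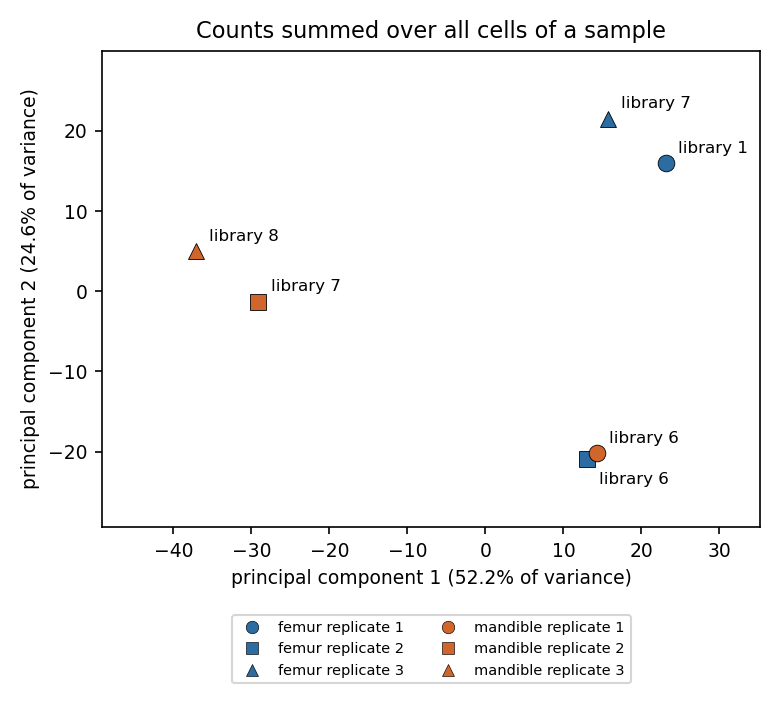
Principal components 1 and 2 (x and y axes, share of variance in percent) of the 500 most variable genes, with counts summed over all cells and a labelled point per sample. Mandible replicate 1 and femur replicate 2, both of library number 6, lie together at the lower right, and the sites do not separate along either axis alone.

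The study named 17 genes for particular clusters, which makes 35 cluster and gene pairs, and these were tested as a list. All 35 pairs could be tested. After adjustment over all genes of a cluster, 2 pairs passed, and adjusted over the list alone, 14 pairs passed, while 22 had an unadjusted p under 0.05. The study chose these genes on the same samples, so the count adjusted over the list alone is not independent evidence, and the same holds for the direction, which was as the study states it in 34 of the 35 pairs. In 17 pairs the 6 samples did not overlap between sites. The 10% given by chance holds for genes not chosen on these samples, so it is no measure for these pairs. In 31 pairs both library-number pairs moved in the study's direction. DESeq2 passed 11 pairs over all genes and 22 over the list alone. The block on library number passed 25 over all genes and 32 over the list alone.

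In cluster 2, mt-Cytb (ENSMUSG00000064370, mitochondrial genome 14145 to 15288, mm10) measured 227 ± 25.1 CPM in the femur and 493 ± 55.2 CPM in the mandible (SD, n = 3 per site). This was a log2 fold change of 1.17 ± 0.12 (SE, edgeR adjusted p 0.0127), higher in 3 of 3 mandible samples. The adjusted p ranged from 6.54e-14 to 0.135 over the alternatives, and it was not past 0.05 without femur replicate 1 or 2 or without mandible replicate 2 or 3. Nuclear copies of mitochondrial sequence cannot be told from mt-Cytb by a 3' tag alone. Il1b (chromosome 2, 129364570 to 129371139) was lower in mandibular-derived cells, with log2 fold changes of -0.81 ± 0.25, -1.25 ± 0.27 and -1.28 ± 0.27 in clusters 1, 2 and 3. Its samples did not overlap in any of the 3 clusters, and its edgeR adjusted p over all genes was 0.208, 0.136 and 0.432. Csf3r fell by 0.39, 0.56 and 0.33 on the log2 scale in clusters 1, 2 and 3, and it passed over the list alone in cluster 2 only. Ifitm2 fell by 0.50, 0.62 and 0.40 with SE of 0.45, 0.43 and 0.39, and without femur replicate 3 its change was 0.16 in cluster 1 and 0.17 in cluster 3. Reads of Ifitm2 can be shared with other members of its family. Nfkbiz, mt-Co2 and mt-Co3 were higher in the mandible in clusters 1, 2 and 3, with log2 fold changes between 0.34 and 0.77. In cluster 4, Mmp8 rose by 0.94 ± 0.24, Mmp9 by 0.72 ± 0.19 and Junb by 0.58 ± 0.22 on the log2 scale, and in cluster 0 they rose by 0.40 ± 0.20, 0.35 ± 0.14 and 0.71 ± 0.21. None of these 6 passed over all genes by edgeR, where Mmp8 in cluster 4 had the lowest adjusted p at 0.243. All 6 had an unadjusted p under 0.05 except Mmp8 in cluster 0, and DESeq2 passed Mmp9 in cluster 4 only. With the library number as a block in the 4 male libraries all 6 passed, and of the pairs in clusters 1, 2 and 3 all passed but Il1b in cluster 1 and Ifitm2 and Csf3r in cluster 3.

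**Figure D3:**
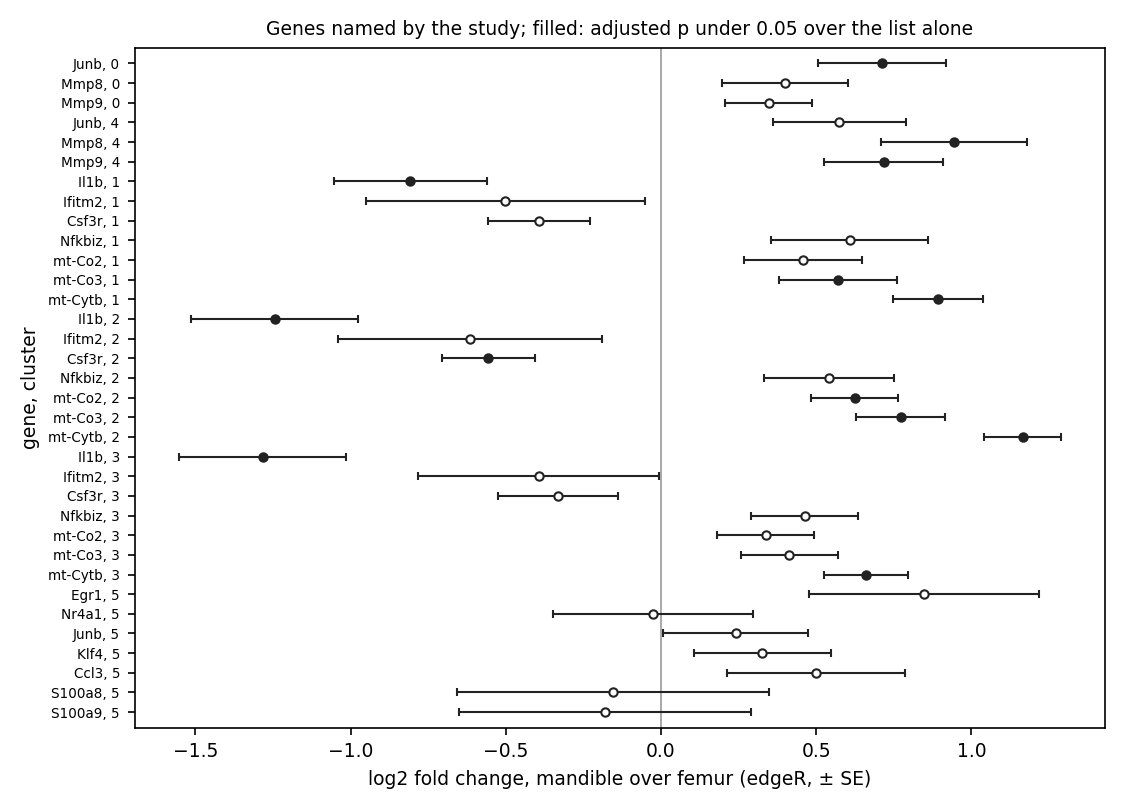
The log2 fold change of mandible over femur (x axis, edgeR on summed counts, bars are SE, n = 3 per site) for the 34 pairs of gene and cluster that the study names, Amelx left out. Filled points have an adjusted p under 0.05 over the list alone, and none of the 7 genes of cluster 5 is filled.

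Cluster 5 holds the monocytes, for which the study asked whether mandibular-derived cells carry an inflammatory profile. By RT-qPCR on separately isolated monocytes, the study reported Egr1, Nr4a1 and Klf4 as significantly higher in the mandible. It reported S100a8 and S100a9 as lower, and Junb and Ccl3 as trending higher. More open chromatin was reported at Egr1, Nr4a1, Junb and Klf4, and a trend for some of the genes in human cells. Those assays are outside the data used here. In the single-cell counts none of the 7 genes named for cluster 5 passed by edgeR, over all genes or over the list alone. None had an unadjusted p under 0.05. Over all genes, none passed by DESeq2 or with the library number as a block. Over the list alone, the block passed 32 of the 35 pairs, which must include some of these 7 genes. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) measured 156 ± 70.5 CPM in the femur and 280 ± 116 CPM in the mandible (SD, n = 3 per site), a log2 fold change of 0.85 ± 0.37 (edgeR adjusted p 0.708, and 0.0787 over the list alone). Klf4 (chromosome 4, 55527143 to 55532466) measured 259 ± 64.4 and 329 ± 87.7 CPM, a log2 fold change of 0.33 ± 0.22 (edgeR adjusted p 0.773). Junb changed by 0.24 ± 0.23, Ccl3 by 0.50 ± 0.29 and Nr4a1 by -0.03 ± 0.32. S100a8 changed by -0.15 ± 0.50 and S100a9 by -0.18 ± 0.47. The sites overlapped for all 7 genes. Within the library-number pairs the log2 ratio of mandible to femur was 1.00 and 1.48 for Egr1, 0.56 and 0.62 for Klf4, 0.83 and 1.19 for Ccl3 and 0.44 and 0.42 for Junb, for numbers 6 and 7. It was 0.36 and -0.01 for Nr4a1, 0.07 and -0.89 for S100a8 and 0.11 and -0.80 for S100a9. The directions of Nr4a1, S100a8 and S100a9 changed with the setting. Nr4a1 was higher in the mandible by 0.18 with the library number as a block, and S100a8 by 0.65 and S100a9 by 0.55 without femur replicate 3. Csf1r was present in 81.0% ± 7.01 of femur-derived and 81.8% ± 6.46 of mandibular-derived cells of cluster 5, against 7.77% and 1.74% in the B cells of cluster 6 (SD, n = 3 per site). Tnfrsf11a was present in 16.7% ± 1.73 and 15.3% ± 3.35 of cluster 5 and in 0 of the cells of cluster 6, which allows a share of femur-derived cells of up to 1.17%. Neither gene passed between sites in cluster 5, with log2 fold changes of -0.31 ± 0.21 and -0.54 ± 0.27.

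**Figure D4:**
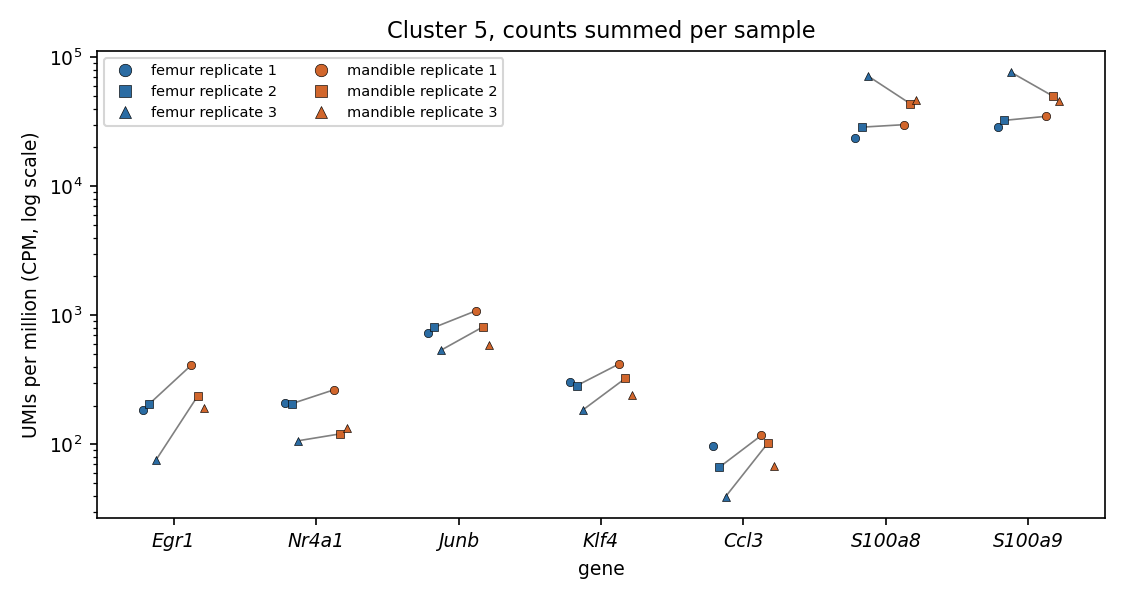
CPM (log scale, y axis) of the 7 genes named for cluster 5 (x axis), with counts summed over the cluster's cells and a point per sample, and grey lines joining the 2 pairs of libraries that share a number. Egr1, Junb, Klf4 and Ccl3 rise along both lines, while the sites overlap for all 7 genes.

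The genes outside the study's list were chosen by a rule fixed before the data were examined. In cluster 1, Itga4 (ENSMUSG00000027009, chromosome 2, 79255426 to 79333123) measured 291 ± 41.2 CPM in the femur and 109 ± 4.37 CPM in the mandible (SD, n = 3 per site), a log2 fold change of -1.28 ± 0.15 (edgeR adjusted p 0.0443, range 4.81e-19 to 0.295 over the alternatives, lower in 3 of 3 mandible samples). It did not pass when any of the 6 samples was left out. In cluster 2, Sirpb1c (ENSMUSG00000074677, chromosome 3, 15795145 to 15848528) measured 83.9 ± 11.7 and 31.9 ± 5.14 CPM, a log2 fold change of -1.35 ± 0.14 (edgeR adjusted p 0.0127, range 1.18e-12 to 0.135, lower in 3 of 3). Its family has close paralogs, so its reads can be shared. It did not pass without femur replicate 1 or 2 or without mandible replicate 2 or 3. In cluster 4, Nt5e (ENSMUSG00000032420, chromosome 9, 88327197 to 88372092) measured 7.45 ± 0.440 and 14.1 ± 0.288 CPM, a log2 fold change of 0.95 ± 0.11 (edgeR adjusted p 0.0344, range 6.34e-07 to 0.308, higher in 3 of 3). It passed without mandible replicate 1 and in no other fit that left a sample out. In the same cluster, A330040F15Rik (ENSMUSG00000086213, a processed transcript on chromosome 19, 12517915 to 12596566) measured 15.2 ± 1.71 and 5.54 ± 0.720 CPM, a log2 fold change of -1.43 ± 0.14 (edgeR adjusted p 0.0129, range 2.43e-11 to 0.127, lower in 3 of 3). It passed without mandible replicate 1 or 3 and in no other fit that left a sample out. It overlaps 5 other annotated genes, and the authors do not say whether counting used the strand, so its source is uncertain. The rule also named Amelx in clusters 1, 2 and 7. The remaining calls were looked up after their values were seen. They were Amelx in clusters 0, 3 and 4, Ambn in clusters 0, 1 and 7, Col1a1 in clusters 1, 2 and 7, Col3a1 and Col1a2 in cluster 7, and Gm26797, Gm31925, Igsf5, Gm11476 (higher) and Nlrp1b (lower) in cluster 1.

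Gene sets were tested in each cluster with camera, at a preset correlation between genes of 0.01, over 90 pairs of set and cluster. Of these, 44 passed at an adjusted p under 0.05, with 26 higher and 18 lower in mandibular-derived cells. With the correlation estimated from the data, or with fry, 0 of the 44 calls held. In the 44 called pairs the mean, the median and the test had the same sign, and in 5 of the 46 other pairs they did not. The mitochondrially encoded genes were higher in clusters 1, 2 and 3 and lower in cluster 8. In cluster 2 their mean log2 CPM was 6.61 ± 0.08 in the femur and 7.31 ± 0.20 in the mandible (SD, n = 3 per site), and the samples did not overlap (camera adjusted p 6.34e-11). Nuclear genes of oxidative phosphorylation were higher in 8 clusters, all but cluster 8, and the difference was at most 0.24 on the log2 scale. The count was 3 without femur replicate 1 or 2, 4 without mandible replicate 2 and between 6 and 9 without another sample. The interferon response set was lower in clusters 0, 1, 2, 3, 4, 5 and 7, and in 3 clusters without femur replicate 3 and 5 to 8 without another sample. In cluster 5 it measured 6.18 ± 0.03 in the femur and 5.68 ± 0.22 in the mandible (SD, n = 3 per site), without overlap. The S phase and G2M phase sets were higher in cluster 5, by 0.51 and 0.60, with overlapping samples. In cluster 4 the differences were -0.13 and -0.12, and both sets passed as lower, with samples that did not overlap for S phase. G2M phase was also lower in clusters 0, 2, 3 and 7, with differences of -0.32, -0.19, -0.20 and -0.33, and higher in cluster 8 by 0.50. S phase was also lower in cluster 7, with a difference of -0.37, and higher in cluster 6 by 0.27. The samples overlapped in each of these. Leaving out a sample gave 1 to 7 clusters with G2M phase lower and 1 to 3 with S phase lower, the fewest without mandible replicate 1, and 1 to 2 and 1 to 4 clusters with them higher. The immediate early set was higher in clusters 0, 1, 3 and 4, where the samples overlapped, and without mandible replicate 1 it passed as higher in 0 clusters and as lower in 1. It was higher in 7 clusters without mandible replicate 3, in 2 without femur replicate 3 or mandible replicate 2, and in 3 without femur replicate 2. In cluster 5 it differed by 0.10 and did not pass. The set of inflammatory cytokines and NF-kB targets was lower in cluster 5, with a difference of -0.19 and without overlap, lower in cluster 8 and higher in cluster 4. The call in cluster 8 rests on 4 genes of the set, with overlapping samples. In cluster 4 the samples overlapped, the camera adjusted p was 0.0488, and the set did not pass with a prior count of 0.5. Without mandible replicate 3 this set was higher in 3 clusters and lower in 0, and without mandible replicate 1 it was higher in 0 and lower in 3. Without femur replicate 1 or 2 or mandible replicate 2 it was higher in 0 clusters and lower in 1, 2 and 2, and without femur replicate 3 it was higher in 1 and lower in 1. The mitochondrially encoded set was higher in 3 or 4 clusters whichever sample was left out, and it was lower in 0 without femur replicate 1 or 2 or mandible replicate 3 and in 4 without femur replicate 3. The proteasome set was higher in 5 clusters, in 2 or 3 without femur replicate 1 or 2 or mandible replicate 2 or 3, and in 9 and 8 without femur replicate 3 or mandible replicate 1. Ribosomal proteins were higher in cluster 4 and lower in cluster 8, and leaving out a sample gave 0 to 6 clusters higher and 0 to 5 lower, with 6 higher without femur replicate 3 and 5 lower without femur replicate 1. The heat shock set passed in 0 clusters by camera, with a lowest adjusted p of 0.127, and in 0 by fry, and without mandible replicate 2 it passed as lower in 2 clusters by camera.

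Whether the effect of site differs between monocytes and neutrophils was tested on the difference between cluster 5 and cluster 0 in each sample, which is an interaction. limma passed 0 of 11741 genes, with 1215 at an unadjusted p under 0.05. No other tool and no block on the library number was run for this test. In counts simulated with 200 genes changed by 2 on the log2 scale, the same test recovered 86.0%, and smaller changes were not simulated for it.

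Amelx (ENSMUSG00000031354, chromosome X, 169176114 to 169187200, mm10), which encodes the enamel protein amelogenin, was counted because the study described it in cluster 7 of the mandible. The study also detected Amelx by qRT-PCR in isolated mandibular-derived monocytes and cultured osteoclast precursors, with no significant expression in femur-derived ones. By immunofluorescence it saw AMELX in cultured mandibular-derived osteoclasts, but not in osteoclasts of tissue sections. Those experiments are outside the data used here. The Amelx gene lies within the bounds of Arhgap6 on the opposite strand. Amelx had 4, 9 and 3 UMIs in the kept cells of femur replicates 1 to 3 and 2967, 1256 and 19156 UMIs in mandible replicates 1 to 3. At least 1 Amelx UMI was present in 0.0432% ± 0.0324 of femur-derived and 7.17% ± 2.40 of mandibular-derived cells (SD, n = 3 per site, exact p 0.10, the smallest possible). It was present in each of the 9 clusters in all 3 mandible samples, the B cells of cluster 6 included. The mandible shares were 7.69%, 6.36%, 6.65%, 5.23%, 8.12%, 8.70%, 3.09%, 15.7% and 8.46% in clusters 0 to 8, at median depths of 11168, 4591, 5756, 7000, 21559, 10084, 4284, 5719 and 6818 UMIs. B cells should lack Amelx, so the 3.09% ± 1.80 of cluster 6 is an estimate of the level of free RNA at that depth, in a cluster with 13.7% neutrophil labels. With every cell thinned to 1000 UMIs, the mandible share was 7.39% ± 4.0 in cluster 7, 3.12% ± 4.05 in cluster 8 and between 0.847% and 2.17% in the other clusters (SD, n = 3). In cluster 7 the femur samples had 0 Amelx UMIs, which allows a share of cells with a UMI of up to 0.508%, and the mandible samples had 258 ± 174 CPM (SD, n = 3, edgeR adjusted p 0.00511, higher in 3 of 3). With all femur samples at 0, the fitted fold change depends on the prior count and is not given. In cluster 5 the mandible mean was 397 ± 624 CPM (SD, n = 3), and 2 barcodes of mandible replicate 3 held 91.4% of that sample's Amelx UMIs. Amelx had no entry in the deposited marker table of 10858 entries. By the study's settings that table held only genes seen in a minimum share of cells, with the sites pooled. By the counts here Amelx was under that share in every cluster, so its absence is no evidence on Amelx in cluster 7.

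**Figure D5:**
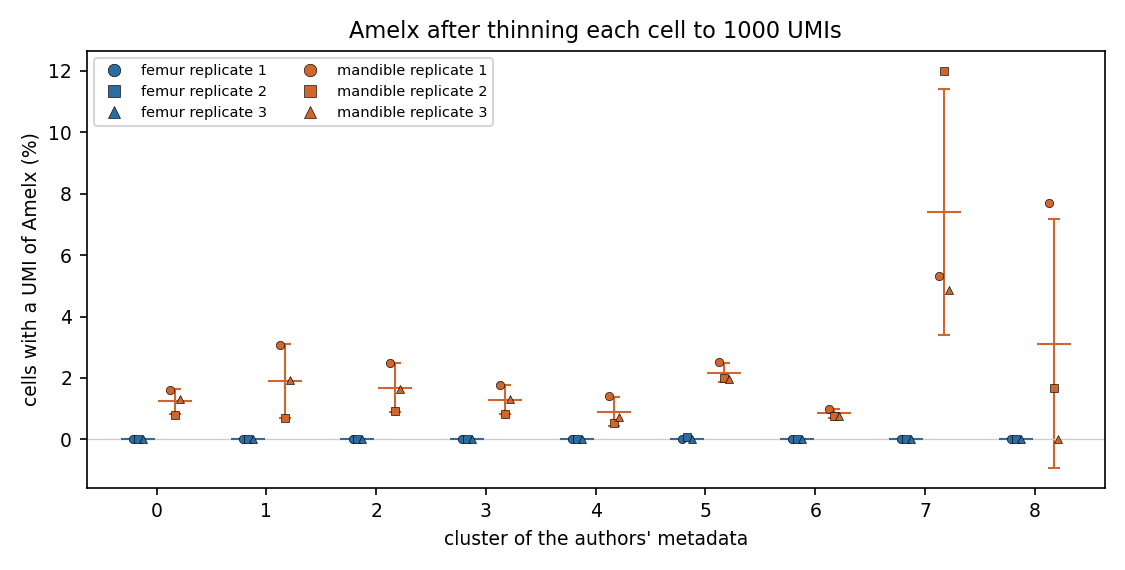
Share of cells with at least 1 Amelx UMI (percent, y axis) after each cell was thinned to 1000 UMIs, by cluster (x axis), with a point per sample, marks for the mean of 3 samples and bars for the SD. The mandible points lie above 0 in all clusters but cluster 8, where mandible replicate 3 is at 0, and their mean in cluster 7 is 7.39%.

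Other genes of ameloblasts, odontoblasts and bone were counted over all cells of a sample. For Ambn the femur and mandible samples had 3 and 3584 UMIs, for Enam 4 and 711, for Klk4 0 and 27, for Mmp20 8 and 121 and for Odam 4 and 135. In mandible replicate 3, 2 barcodes alone held 2286 and 273 of the Ambn and 411 and 50 of the Enam UMIs. Amtn had 0 UMIs in the femur and measured 0.386 ± 0.283 CPM in the mandible (SD, n = 3). For Dspp the UMIs were 0 and 4, and for Dmp1 2 and 112. Among bone and stromal genes, Col1a1 measured 2.75 ± 0.366 CPM in the femur and 28.6 ± 18.0 CPM in the mandible, Col1a2 1.5 ± 0.439 and 22.1 ± 15.8, Col3a1 0.145 ± 0.0750 and 1.41 ± 0.743, Bglap 0.162 ± 0.0533 and 22.5 ± 18.7, and Sparc 2.38 ± 0.692 and 13 ± 9.18 (SD, n = 3 per site). Ibsp measured 3.51 ± 2.01 and 3.34 ± 3.47 CPM. The sites did not overlap for Amelx, Ambn, Enam, Odam, Amtn, Col1a1, Col1a2, Col3a1 and Bglap, and they overlapped for Sparc and Ibsp. None passed over all cells by edgeR. DESeq2 passed each of them other than Sparc and Ibsp. Reads of Bglap can be shared with its neighbouring paralogs. In cluster 7, Col1a1 measured 10.2 ± 6.41 and 196 ± 144 CPM, and Col1a2 7.48 ± 5.64 and 162 ± 125 CPM (SD, n = 3 per site, edgeR adjusted p 0.0157 and 0.0299, higher in 3 of 3 for both).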

Values the study reported

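The study reported that about 5% of cells per sample were removed by quality control, with a mean of 2310 genes per cell (median 2013) and a mean of 10 379 UMIs per cell (median 7901). Using femur-derived cells as the baseline and a test over cells, it listed 44, 214, 154, 50 and 41 differentially expressed genes in clusters 0 to 4, and 143, 65, 88 and 776 in clusters 5 to 8.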

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

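The test of Amelx UMIs across the clusters was chosen before its result was seen, while the tests of cluster 7, of damaged cells and of single barcodes rich in Amelx UMIs were chosen after. The barcodes that the authors removed, 3192 from femur and 1123 from mandible samples, enter no comparison of the report. Genes of tooth and bone cells were counted in them, and 12 of the 15 genes in the hand-written lists were seen in a larger share of removed barcodes in each mandible sample than in any femur sample (exact p 0.10 for each, the smallest that 3 against 3 samples can give, not adjusted). Klk4, Dspp and Ibsp were not among the 12.

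Amelx UMIs were present in 13.3% ± 5.63 of the removed mandible barcodes and in 0.155% ± 0.134 of the removed femur barcodes (SD, n = 3 per site). The mandible shares were 6.16% for Ambn, 1.51% for Enam, 0.931% for Odam, 0.565% for Amtn and 0.270% for Mmp20. All removed femur barcodes had 0 UMIs of these 5 genes, which allows a share of up to 0.0940%. The share of Mmp20 rests on 3 mandible barcodes. Dmp1, in the odontoblast list, was present in 0.350% and 0.0143%, from 4 and 1 barcodes. Among bone and stromal genes, mandible and femur shares were 14.5% and 2.72% for Col1a1, 10.3% and 2.91% for Col1a2, 3.98% and 0.444% for Col3a1, 7.54% and 3.17% for Sparc, and 5.85% and 0.870% for Bglap. These 5 genes were also counted in the femur, so they are not specific to the jaw.

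Depth does not account for the Amelx share in removed barcodes, which was still 5.13% ± 1.12 (SD, n = 3) after thinning to 1000 UMIs, among the barcodes that reach this depth, with 0.847% to 3.12% in kept mandible cells outside cluster 7. A candidate explanation is free RNA from ameloblasts in the cell suspension, since Amelx UMIs were seen in all 9 clusters in each mandible sample, the B cells of cluster 6 included, and 4 of the 6 other ameloblast genes were higher in each mandible sample. The 4 counts only genes past the filter on low counts, which Klk4 and Mmp20 did not pass. A further source may be barcodes that hold ameloblasts, which in mandible replicate 3 put 91.4% of the Amelx UMIs of kept cells in 2 barcodes. In mandible replicate 1 a barcode of cluster 5 held 478 Amelx, 138 Ambn and 50 Enam UMIs with 0 Ptprc and 0 Itgam UMIs. The tables do not divide the removed barcodes between these sources. The mandible samples came from a site with teeth, so a difference in tissue and one in dissection remain open and were not tested apart.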

How the results depend on the processing

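Among the alternatives, the omission of doublets was chosen after the data had been seen. Results that answer a comparison changed direction in 10 comparisons with an alternative, moved in 96 and stayed in 267. For the 54 results on named genes, direction and side of the threshold stayed in 580 comparisons, the threshold was newly passed in 75 and no longer passed in 34, and the direction changed in 17, which came from 6 results. Over the results that are no answer to a comparison, named genes included, 763 comparisons stayed, 80 moved, 76 newly passed, 57 no longer passed and 18 changed direction.

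For genes past the threshold, edgeR gave 2, 9, 4, 1, 3, 0, 0, 5 and 0 in clusters 0 to 8 and 0 over all cells, with 979, 330, 28 and 1535 at an unadjusted p under 0.05 where the count was 0. DESeq2 gave 49, 280, 178, 34, 151, 70, 0, 20 and 2 in clusters 0 to 8 and 239 over all cells. Without the filter on low counts edgeR gave 70, 577, 461, 134, 456, 8, 39, 118 and 44, and 36 over all cells. With the library number as a block in the 4 male libraries it gave 573, 1587, 1268, 499, 455, 5, 85, 90 and 1, and 18 over all cells. The Wilcoxon test over cells gave 76, 354, 226, 72, 58, 187, 362, 370 and 2418, and its construction takes cells as replicates. These came from 76, 354, 227, 72, 64, 191, 482, 418 and 3018 genes past its limits on expression and difference. In clusters 0 to 3 the count is therefore set almost wholly by those limits. Relative log expression factors gave 15 in cluster 1, the omission of doublets gave 1 in cluster 0, and the omission of mitochondrially encoded genes gave 2 in cluster 2 because mt-Cytb was no longer tested and 1 further gene no longer passed. With relative log expression factors 22 calls were higher and 8 lower in the mandible, against 20 and 4. For the other settings the cause was not tested. All 24 genes past the threshold remained so by DESeq2, without the filter, with relative log expression factors and with the library number as a block, 22 without mitochondrially encoded genes and 21 without doublets.

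Leaving out each sample in turn gave genes past the threshold, as the lowest and highest count, of 1 to 6 in cluster 0, 0 to 2 in cluster 1, 0 to 6 in cluster 2, 1 to 96 in cluster 4, 0 to 14 in cluster 5, 1 to 15 in cluster 7, 0 to 8 in cluster 8 and 0 to 37 over all cells. The 96, 14 and 37 came without mandible replicate 1, the 15 without femur replicate 1 and the 8 without mandible replicate 2. Fewer samples lower the power of these fits, and the cause of the higher counts was not tested. Of the 24 genes past the threshold, 8, 6 and 7 remained without femur replicate 1, 2 or 3, and 14, 11 and 8 without mandible replicate 1, 2 or 3.

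Of the 35 pairs of study genes and clusters, 2 passed over all genes and 14 over the list alone. The largest counts came with the library number as a block in the 4 male libraries, at 25 and 32. DESeq2 gave 11 and 22, no filter gave 13 and 25, and the omission of mitochondrially encoded genes gave 1 and 8, as 9 of the pairs are such genes and left the list. Leaving out each sample gave 1 to 2 and 8 to 16, with the 8 without mandible replicate 2. The cause of the other moves was not tested.

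The replicate numbers of the titles are shared between the sites, and in no cluster did all 3 pairs of samples with the same number deviate together with a correlation across genes over 0.1. The correlations lay between -0.608 and 0.219 in clusters 0 to 3, while 2 of the 3 pairs were over 0.1 in clusters 2, 4, 5 and 8, with highest values of 0.196, 0.262, 0.356 and 0.612. With this number as a block, edgeR gave 1, 1, 1, 1, 2, 2, 1, 13 and 2 genes past the threshold in clusters 0 to 8, of which 11 were among the 24 of the fit without it. Of the study genes 1 passed over all genes and 21 over the list alone. S100a8 in cluster 5 changed from -0.15 to 0.075 and S100a9 in cluster 5 from -0.18 to 0.020 on the log2 scale. For the share of cells, cluster 8, edgeR on cell counts with the block gave a log2 ratio of 0.60, where the difference in means was -0.236 percentage points. The cause was not tested.

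Direction changed in single genes under further settings. Nr4a1 in cluster 5, at -0.03, was 0.18 with the library number as a block. Without doublets S100a8 in cluster 5 was 0.31 and S100a9 in cluster 5 was 0.26. That omission took cluster 5 of femur replicate 3 from 1443 to 959 cells. Leaving out each sample gave -0.45 to 0.17 for Nr4a1 in cluster 5, -0.46 to 0.65 for S100a8 in cluster 5, -0.46 to 0.55 for S100a9 in cluster 5, -0.85 to 0.16 for Ifitm2 in cluster 1, -0.79 to 0.17 for Ifitm2 in cluster 3 and -1.31 to 0.38 for Ibsp in all cells. The immediate early set in cluster 5, at 0.10, ranged from -0.077 to 0.32. The higher ends for S100a8, S100a9 and Ifitm2 came without femur replicate 3. The cause was not tested.

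Differences in the share of cells, in percentage points, changed direction in cluster 0 from -0.593 to 1.00 without doublets. The omission of doublets removed a larger share of each femur sample than of any mandible sample. Leaving out each sample gave -4.30 to 1.56 in cluster 0 (share of cells, cluster 0), -2.04 to 1.41 in cluster 2, -1.81 to 1.10 in cluster 4 and -0.501 to 0.255 in cluster 8. With all 6 samples the differences in these clusters were smaller than the SD of both sites. The cause was not tested. The direction held on leaving out any sample in cluster 1 (-9.22 to -5.35), cluster 3 (2.23 to 2.83), cluster 5 (2.33 to 5.31) and cluster 6 (1.58 to 3.24). With a denominator without clusters 6 and 8, the differences in clusters 0 to 5 and 7 kept their direction.

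Of the 90 pairs of set and cluster, camera at the preset correlation passed 26 as higher and 18 as lower in the mandible. With the correlation estimated from the data it passed 0 and 0, with 1 pair at an unadjusted p under 0.05, and fry passed 0 and 0, with 2 such pairs. The first 2 settings differ in the correlation alone. Leaving out each sample gave 15 to 34 higher and 11 to 27 lower, with 15 without femur replicate 1 and without mandible replicate 2, and the cause was not tested. The interaction test of limma passed 0 genes under each of its alternatives, with 844 to 1650 genes at an unadjusted p under 0.05 and no other tool run. None of these alternatives blocked on the library number.

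In cluster 8, with 11 cells in femur replicate 3, 3.50% of simulated changes were recovered. Whether depth or the spread between samples sets this was not tested.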

Other observations

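The tests of free RNA from ameloblasts across clusters, of other splits for genes per cluster and over all cells, of stress and of the blocked fit were chosen before their results were seen. The tests of haemoglobin, the female library, cluster 7, damaged cells, single barcodes, cluster shares behind the library number, and other splits for gene sets, for the interaction and for the Wilcoxon test were chosen after. The limits that separate the verdicts of these tests were also set after their values were known.

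Amelx UMIs were seen in 9 of 9 clusters in each mandible sample, which free RNA from ameloblasts would give. The test had also required a like share after thinning, and this held for clusters other than 7 only, so cluster 7 was given its own test. There the share after thinning was 4.49 times the mean of the other 8 clusters, which argues against an even level of free RNA as the whole source in cluster 7. In mandible replicate 1 the share in cluster 8 was higher still, from 13 cells. Damaged cells that take up more RNA of other cells cannot be told apart from uptake of tooth RNA or from another cause. Transcripts that mark other clusters, namely Hbb-bs, Igkc, Cd74 and Elane, were compared between cluster 7 and each of clusters 0 to 3. They were higher in cluster 7 than in each of these in 5 of 12 pairs of femur sample and transcript. For mandible samples it was 9 of 12 pairs. Elane was among the leading genes of cluster 4, where 95.2% of cells had neutrophil labels. Its pairs therefore do not show RNA of another cell type. Expression of Amelx by neutrophils at the jaw remains open and was not tested.

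In mandible replicate 3, 2 barcodes of cluster 5 held 91.4% of the sample's Amelx UMIs, with 14251 and 3266 UMIs. They also held 2286 and 273 Ambn UMIs and 411 and 50 Enam UMIs, and they held 25 and 0 Ptprc and 2 and 0 Itgam UMIs. Ameloblasts counted as monocytes are a candidate explanation for the Amelx mean of cluster 5, and the first of the barcodes may hold a blood cell as well. This concerns the counts of these barcodes, and not the qRT-PCR and staining of cultured cells that the study reported. A barcode of cluster 5 in mandible replicate 1 had a like profile, with 478 Amelx, 138 Ambn and 50 Enam UMIs and 0 Ptprc and Itgam UMIs.

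With the sites kept as labelled, 24 genes passed over the 9 clusters by edgeR, and 2 of the 10 splits of the 6 samples into 3 and 3 gave as many. With 10 splits chance cannot be excluded. The other split was femur replicates 1 and 3 with mandible replicate 1 against the rest, with 354 genes, all in cluster 8. In clusters 0, 1, 2, 3, 4 and 7 the real split gave the most genes by edgeR. The split that parts library number 6 from library number 7, with femur replicate 1 beside the former and mandible replicate 3 beside the latter, gave 17 genes, 4 in cluster 5 and 13 in cluster 6, and the mirrored placing of these 2 samples gave 1. Over all cells edgeR passed 0 genes (1535 at an unadjusted p under 0.05, and 239 by DESeq2), and for the interaction limma passed 0 genes with 1215 at an unadjusted p under 0.05. Beside a count of 0 every split gives as many, 10 of 10 in both, so the splits say nothing about these results.

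The split by library number with femur replicate 1 beside number 6 gave more than the sites under other tests. For gene sets 6 of 10 splits gave at least the 44 pairs of the sites, and this split gave 61. Counts of the Wilcoxon test over cells depend on the limits that a gene had to pass first. By that test 3 of 10 splits gave at least the 4123 genes of the sites, and this split gave 5767. In fits of the splits added after the counts were seen, it gave 991 genes in cluster 5 by DESeq2, against 70 for the sites, and 335, 275, 333, 54 and 27 in clusters 0, 2, 3, 6 and 7, against 49, 178, 34, 0 and 20. In cluster 8 another split gave 360 against 2, and in clusters 1 and 4 the sites gave the most by DESeq2. Without the filter this split gave 638 in cluster 5, against 8, and the sites gave the most in cluster 4 only. The values within the library number are the blocked counts, 4563 genes over the 9 clusters.

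In counts simulated with no site difference, and with each gene drawn independently, the blocked fit passed 81 genes over the 9 clusters, against 4563 in the data. Genes of these libraries deviated together, which independent draws leave out. The simulation therefore cannot say how much of the 4563 comes from too few degrees of freedom. In cluster 5 the blocked fit passed 13 simulated genes with no change and 5 in the data. With 200 genes changed per cluster, its false calls ranged from 0 in cluster 8 to 60 in cluster 5. With the sites swapped within 1 of the pairs the blocked fit passed 76 over the 9 clusters, and without a block 5 genes passed in the same 4 libraries. As only 2 assignments exist, with 1 of 2 giving as many, chance cannot be excluded. Whether the site effect in 4 libraries holds in other mice was not tested.

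Samples with the same library number deviated together in 7 of 9 clusters, taken as both pairs with a correlation over 0.1. Different shares of clusters in the samples would give this over all cells and not inside clusters, so they are argued against as the whole cause. The exceptions were clusters 4 and 8, and in cluster 8 both correlations were negative. In cluster 5 femur replicate 1 and mandible replicate 1, which share no library number, had a correlation of 0.356. A shared batch of preparation, a shared litter or day, and shared animals stay open, and the labels do not name one.

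Haemoglobin was looked at as a measure of free RNA from red cells. Hbb-bs was higher in each mandible sample than in each femur sample in 2 of the 8 clusters other than cluster 8, whose markers are haemoglobin genes, and within a mandible sample its CPM differed between clusters 0, 1, 2, 3, 5 and 6 by 26.3 to 71.1 times. Both values argue against free RNA from red cells as an even layer over mandible cells. Immediate early genes were higher in 4 clusters by camera and 0 by fry, and heat shock genes in 0 by both (lowest camera adjusted p 0.127), so 0 clusters had both. In the 4 clusters the heat shock set differed by less than the larger SD of the sites, so stress of cell isolation cannot be told apart from a difference between the sites.

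The single female library is in the femur group. Of the 24 genes past the threshold, 14 are transcripts of the tooth and bone lists, and 8 of these also passed without it, which argues against the female library as the whole cause for these 8. None of the 10 other genes passed without it, 0 by edgeR, and with 5 samples the female library and the loss of a sample cannot be told apart for them. The fit without it passed 19 genes, 11 of them outside these lists and 10 of those in cluster 7, and none of the 11 was among the 24. That all 24 kept their direction, as a planned test asked, decides nothing, since genes chosen for a difference in these samples tend to keep it.

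In 34 of 35 pairs the study genes moved in the direction the study states, and the genes of a cluster and the clusters of a sample are not independent, so no p is given. By edgeR on summed counts 2, 9, 4, 1, 3, 0, 0, 5 and 0 genes passed in clusters 0 to 8 (979, 330 and 28 at an unadjusted p under 0.05 where the count was 0, and 70, 0 and 2 by DESeq2). These are lower than the values quoted from the study above. By the Wilcoxon test over cells 76, 354, 226, 72, 58, 187, 362, 370 and 2418 genes passed in clusters 0 to 8. These are higher than the values quoted from the study above. Normalisation differed from the study's, and adjustment was over genes past the limits alone, so the counts are not like for like. In femur replicate 1 the authors' filter removed 18.5% of barcodes. That is higher than the value per sample quoted from the study above. In femur replicate 3 it removed 1.88%. That is lower than the value quoted. Cluster 8 held 0.579% ± 0.851 of femur-derived and 0.343% ± 0.297 of mandibular-derived cells (SD, n = 3 per site, exact p 1.00). The femur mean rests on femur replicate 1, at 1.56%, while femur replicates 2 and 3 had 0.129% and 0.0483%. Without femur replicate 1 the mandible share was higher by 0.255 percentage points, and within library numbers 6 and 7 it was higher by 0.0220 and 0.637. The direction of the means is opposite to the one that the study states, and without femur replicate 1 it is the same.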
